# Parasitization by the wasp *Eretmocerus mundus *induces transcription of genes related to immune response and symbiotic bacteria proliferation in the whitefly *Bemisia tabaci*

**DOI:** 10.1186/1471-2164-9-342

**Published:** 2008-07-18

**Authors:** Assaf Mahadav, Dan Gerling, Yuval Gottlieb, Henryk Czosnek, Murad Ghanim

## Abstract

**Background:**

The whitefly *Bemisia tabaci *(Gennadius) (Hemiptera: Aleyrodidae), and the viruses it transmits, are a major constraint to growing vegetable crops worldwide. Although the whitefly is often controlled using chemical pesticides, biological control agents constitute an important component in integrated pest management programs, especially in protected agriculture. One of these agents is the wasp *Eretmocerus mundus *(Mercet) (Hymenoptera: Aphelinidae)*. E. mundus *lays its egg on the leaf underneath the second-third instar nymph of *B. tabaci*. First instars of the wasp hatch and penetrate the whitefly nymphs. Initiation of parasitization induces the host to form a capsule composed of epidermal cells around the parasitoid. The physiological and molecular processes underlying *B. tabaci-E. mundus *interactions have never been investigated.

**Results:**

We used a cDNA microarray containing 6,000 expressed sequence tags (ESTs) from the whitefly genome to study the parasitoid-whitefly interaction. We compared RNA samples collected at two time points of the parasitization process: when the parasitoid first instar starts the penetration process and once it has fully penetrated the host. The results clearly indicated that genes known to be part of the defense pathways described in other insects are also involved in the response of *B. tabaci *to parasitization by *E. mundus*. Some of these responses included repression of a serine protease inhibitor (*serpin*) and induction of a melanization cascade. A second set of genes that responded strongly to parasitization were bacterial, encoded by whitefly symbionts. Quantitative real-time PCR and FISH analyses showed that proliferation of *Rickettsia*, a facultative secondary symbiont, is strongly induced upon initiation of the parasitization process, a result that supported previous reports suggesting that endosymbionts might be involved in the insect host's resistance to various environmental stresses.

**Conclusion:**

This is the first study to examine the transcriptional response of a hemipteran insect to attack by a biological control agent (hymenopterous parasitoid), using a new genomic approach developed for this insect pest. The defense response in *B. tabaci *involves genes related to the immune response as described in model organisms such as *Drosophila melanogaster*. Moreover, endosymbionts of *B. tabaci *appear to play a role in the response to parasitization, as supported by previously published results from aphids.

## Background

The whitefly *Bemisia tabaci *is one of the most destructive pests to agricultural crops worldwide [1,2]. It vectors many plant viruses [3], feeds on phloem sap, and excretes honeydew that promotes the growth of damaging fungi [1,4]. The whitefly colonizes more than 600 different species of plants in fields and greenhouses and causes yearly losses estimated at billions of dollars [5,6]. While insecticides are often used to control this pest [7], biological control agents, especially various *Eretmocerus *(parasitoid) species, are being mass-reared and released in vegetable crops throughout the world, including the United States and Europe, to assist in the control [8,9]. *Eretmocerus *species exhibit a unique form of immature development. Eggs are laid on the leaf underneath the host nymph; first instars hatch and then penetrate the host [10]. Upon initiation of parasitoid penetration, host epidermal cells and possibly other immune system-derived cells are stimulated to undergo mitosis, forming a capsule around the parasitoid larva which, in contrast to the other known parasitoid-induced capsules, is of epidermal origin [11]. The capsule completely isolates the larva from the host tissues and although its function is not known, it may serve as a nutritional mediator between the host and parasitoid while preventing direct contact between the latter and the host's immune system [10]. Previous studies with various *Eretmocerus *species have shown that all whitefly nymphs except for crawlers and fourth-instar nymphs in the pharate adult stage are susceptible to oviposition by the wasp. However, host penetration occurs only once the whitefly has reached the fourth nymphal stage [12,13]. It is believed that chemical intervention by the hatching parasitoid larva in the developmental processes induces host epidermal cell proliferation and, ultimately, capsule formation [10]. The host response to parasitization has not been investigated at the molecular level. However, a study of the associated hormonal interactions has shown that ecdysteroid levels do not rise and may even decrease in response to parasitization of the pre-penetrated and penetrated fourth nymphal stage [11].

The well-studied system of *Drosophila melanogaster *and its parasitoid wasp *Asobara tabida *(Hymenoptera: Braconidae) may serve as a baseline for a molecular study of the present system, although the biology of the two systems is distinct. Unlike the *B. tabaci-E. mundus *system, *A. tabida *lays eggs inside *Drosophila *larvae rather than underneath them, and the eggs adhere to the internal organs of the host [14,15]. This foreign invasion and direct contact between the host and the parasitoid triggers a process of encapsulation when blood cells (hemocytes) recognize and aggregate around the parasitoid egg. Additional hemocytes then follow suit, resulting in the formation of a multilayer capsule. Thereafter, melanin is deposited on the capsule, killing the parasitoid by asphyxiation or via necrotizing compounds [16,17].

Microarray-based genome-wide analyses have been instrumental in the analysis of *Drosophila*'s immune response upon infection with bacteria, virus and fungi [18-20] and upon parasitization by *A. tabida *[17]. These types of attack induce the expression of common defense pathways which include the endopeptidase *corin*- and *Stubble*-like genes and *easter*- and *snake*-like genes, probably secreted in the hemolymph, genes such as *serpins *and *serine-type endopeptidases *that may be involved in a proteolytic cascade, and humoral defense-related genes of the Toll- and immune deficiency (Imd)-signaling pathways. Other important pathways include the Janus kinase (JAK)/signal transducer and activator of transcription (STAT) as well as cellular defense pathways that lead to phagocytosis and nodule formation. Aside from the genes expressed in response to both bacterial and parasitoid infection, parasitization induces sets of genes that are not activated by bacterial or fungal attack [17].

In this study, we investigated the response of *B. tabaci *to parasitization by the wasp *E. mundus *using a whitefly cDNA-based microarray. We found that parasitization induces regulation of host gene transcription. Some of the targeted genes are related to the immune response and are also regulated in other systems, such as *Drosophila *paratisized by *A. tabida*. We also found that genes of the whitefly's endosymbiotic bacteria respond strongly to parasitization. This result supports previous reports of the involvement of symbiotic bacteria in the resistance of some aphid lines to parasitoids [21].

## Results and discussion

### Microarray hybridization results

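RNA from early fourth-instar nymphs of *B. tabaci* attacked by the parasitoid wasp *E. mundus* was compared with RNA from non-parasitized nymphs on 6 spotted cDNA slides. Slides 10, 11 and 12 were labelled PP, the stage at which the wasp larva has not yet entered the nymph, and slides 13, 14 and 15 were labelled P, the stage at which it has. The labels name Cy5 for the parasitized nymphs and Cy3 for the control on every slide, and the series record has the same control for both stages. The paper names stage-matched controls and describes control replicates hybridized against either stage, without saying whether both stages shared them. Each slide held 5738 clones with 1 spot per clone, from cDNA libraries of eggs, instar nymphs, adults and adults carrying a begomovirus. The values used were scanner medians of each spot and of its local background in both channels, which the authors had neither background-subtracted nor normalized. Median spot intensity in channel 2 ranged from 1093 on slide 13 to 3392 on slide 10, against local backgrounds of 336 to 628. In channel 1, between 78.8% of the spots on slide 12 and 91.3% on slide 14 exceeded their background by more than 2 background SDs, and no spot had 50% or more of its pixels saturated. Background was corrected with normexp at an offset of 50, and ratios were normalized by loess within each slide. The log2 ratio of channel 2 to channel 1 was tested with limma for 4663 clones that carried the flag of good spots on all 6 slides, with p-values adjusted by the Benjamini-Hochberg method. The number of slides, 3 per stage, limits the precision.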

Whitefly cDNA-based microarray was used to identify genes expressed as a result of *E. mundus *parasitization of *B. tabaci *at two time points of the parasitization: 1) when the parasitoid first instars are pre-penetrating (PP) *B. tabaci*'s fourth nymphal stage and 2) when they have fully penetrated (P). 

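The clone of the protease inhibitor serpin A3K was lower in channel 2 than in channel 1 on slides 10, 11, 13 and 14 and higher on slides 12 and 15. Across the 147 measured clones of the study's lists of up- and down-regulated genes, the log2 ratios of slides 13 and 14 correlated with r = 0.97, whereas slide 15 correlated with each of them at r = -0.93. Among the slides labelled PP, slides 10 and 11 correlated with r = 0.87 across the listed clones, and slide 12 correlated with them at r = -0.70 and r = -0.60. Across all 4663 clones, these correlations were 0.84 for slides 13 and 14, -0.33 and -0.35 for slide 15, 0.69 for slides 10 and 11, and 0.16 and 0.27 for slide 12. They are correlations across clones, which are not independent replicates, and the study chose the listed clones on these slides. The slide labels name the same dye for the parasitized nymphs on all 6 slides, and the files name no dye for either channel. Values are therefore given both with all slides read as labelled, that is with no slide turned, as was fixed before the data were examined, and with the signs of slides 12 and 15 turned, a reading chosen after these correlations were seen. The ratio planned beforehand was Cy5 to Cy3, with the parasitized nymphs in Cy5. The files do not say which channel holds Cy5, and the channel taken for the parasitized nymphs was set only after the values were seen. The sample records list the parasitized nymphs first and the control second on every slide, and if channels 1 and 2 followed that order, a positive ratio would mean higher in the control and every direction given here would be reversed. A positive ratio is instead called higher in parasitized nymphs, an orientation set from the values, because the deposited ratio is channel 2 over channel 1 and serpin, which the study's qRT-PCR finds lower after parasitization, is lower in channel 2 on slides 10, 11, 13 and 14. Read as labelled therefore means this same orientation on all 6 slides.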

Parasitized and non-parasitized whitefly nymphs of the same age were compared. 

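With slides 12 and 15 turned, 283 of 4663 clones changed on the slides labelled P at an adjusted p under 0.05 from limma, 131 of them higher and 152 lower in parasitized nymphs. Transaldolase, an enzyme of the pentose phosphate pathway, rose there by a log2 ratio of 1.68 ± 0.42 (SD, n = 3 slides, adjusted p = 0.00744). Ribosomal protein L36A fell there, with a log2 ratio of -1.17 ± 0.20 (SD, n = 3, adjusted p = 0.0128). Both calls were lost without slide 13 or 14, and that of transaldolase also with median centring. On the turned slides labelled PP, 25 clones changed, 17 higher and 8 lower. With each stage fitted alone 1 clone passed there, and turning slide 12 without slide 15 gave 0, so this count depends on the spread of the slides labelled P. Turning slide 12 also lowered the mean correlation between the slides labelled PP, over all clones, from 0.372 to 0.0869. Read as labelled, no clone passed at either stage with limma, and 1232 clones at PP and 447 at P had an unadjusted p under 0.05. At an unadjusted p under 0.05 and a change of at least 2-fold, 59 clones were up and 31 down in at least 1 stage as labelled, against 125 up and 86 down with slides 12 and 15 turned. Centring each slide on its median in place of loess gave 81 clones higher and 470 lower on the turned slides labelled P, and the deposited value table gave 90 and 248. The turned count at PP became 657 without slide 12 and between 2 and 8 without each of the other slides in turn, and the turned count at P became 25 without slide 13, 30 without slide 14 and 491 without slide 12.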

Overall, 67 genes (44% of the total number of differentially regulated genes) were differentially up-regulated, of which 18 genes were shared between the two parasitized stages, and 87 genes (56% of the total number of differentially regulated genes) were differentially down-regulated, of which only 5 genes were shared between the two parasitized stages (Figure 1B &1C). 

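A clone of Muscle LIM protein with its best hit in *Tribolium castaneum* (EE602989) rose at both stages with slides 12 and 15 turned, by a log2 ratio of 1.13 ± 0.21 on the slides labelled PP and 1.72 ± 0.09 on those labelled P (SD, n = 3 slides each, adjusted p = 0.0287 and 0.00065 from limma). Its call on the slides labelled PP was lost without slide 10, 11, 13, 14 or 15, without background correction, with scaling between slides and with a fit of each stage alone. In all, 13 clones rose and 6 fell at both stages by adjusted p in that reading, and leaving out any slide other than 12 brought these counts to between 1 and 5 and between 1 and 3. Independent lists of the same sizes would share 0.478 and 0.261 clones, and 50 sets of simulated slides with a shared control and no change shared 0.02 on average. By unadjusted p and 2-fold change, 20 clones were up and 5 down at both stages, against 0.76 on average in the simulation, and 13 and 4 of these are among those the study lists as shared. The first of these comparisons leaves out the shared control and the second the changes, so the excess over either is not a shared effect as such. Read as labelled, 1 clone was up and none was down at both stages by that rule, and none passed by adjusted p. Across all clones, the mean log2 ratios of both stages correlated with r = 0.369 as labelled and r = 0.435 with slides 12 and 15 turned. Simulated slides without any change that shared their control gave r = 0.499, and their covariance was 0.0264 as labelled and 0.0242 turned, against measured covariances of 0.0484 and 0.0663. These simulated values hold only if the stages shared their control, as the series record has it. The paper describes stage-matched controls and control replicates hybridized against either stage, which leaves this open. The labels do not say which control sample was on which slide, so the controls could not be split between the stages.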

Combining these data, 23 genes showed significant changes over the two time points tested and were shared between the two parasitized stages. 

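Another clone of Muscle LIM protein (EE604303) had a log2 ratio of 1.18 ± 0.36 on the slides labelled PP and rose by 3.19 ± 0.68 on those labelled P with slides 12 and 15 turned (SD, n = 3 each, adjusted p = 0.118 and 0.000464 from limma). Its ratio on the slides labelled PP passed under 2 of 17 alternatives, print-tip loess and array weights. The difference between its stages, 2.01, had an adjusted p of 0.134. The actin-associated protein Chd64 rose by 1.85 ± 0.31 on the slides labelled P (SD, n = 3, adjusted p = 0.00353), a call that was lost without slide 13, and its difference between stages, 1.34, did not pass (adjusted p = 0.236). No clone differed between P and PP at an adjusted p under 0.05 from limma in either reading, and 440 clones as labelled and 384 with slides 12 and 15 turned had an unadjusted p under 0.05. Without slide 12, 102 clones differed in the turned reading, and without slide 15, 191 differed as labelled.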

Aside from these 23 genes, others did not necessarily show any increase over time, i.e. as parasitization progressed. 

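Among the tested clones, the one with the largest rise at both stages, EE604058, has no hit in GenBank, and its log2 ratio with slides 12 and 15 turned was 2.61 ± 0.55 on the slides labelled PP and 3.72 ± 0.23 on those labelled P (SD, n = 3 slides each, adjusted p = 0.00156 and 0.000142 from limma). Its ratios as labelled were 1.27 ± 2.85 and 1.21 ± 4.31, and neither passed. The turned call at PP was lost with a fit of each stage alone. Of the 17 measured clones that the study lists as up-regulated in both stages, all 17 were higher at both stages in the turned reading, 11 passed at both by adjusted p, and 16 passed when adjusted over the list alone. Of the 5 listed as down-regulated in both, all 5 were lower, 4 passed, and 5 passed when adjusted over the list alone. On leaving out any slide other than 12, between 1 and 4 of the former and 1 or 2 of the latter passed at both stages by adjusted p. Read as labelled, none of them passed at both stages. The study chose these clones on the same slides, so these counts are not independent evidence.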

The expression patterns of the 23 genes that showed differential changes in both parasitized stages and of an additional four immune-responsive genes that were further investigated are shown in Figure 1A. 

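In the turned reading, 211 clones passed an unadjusted p under 0.05 from limma with at least a 2-fold change at a stage, and 92.9% of them changed between 2- and 4-fold. The other 15 clones changed more than 4-fold, and the largest change was 13.1-fold, on the slides labelled P. Read as labelled, 98.9% of 90 clones changed between 2- and 4-fold, 1 clone changed more, and the largest change was 4.06-fold.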

Plotting the distribution of the regulated genes based on their fold change showed that the expression of most of them (more than 95%) changed between two- and fourfold, while only a few of the genes changed more than fourfold (Figure 1D). See additional files 1 and 2 for a complete list of the 67 up-regulated and 87 down-regulated genes, respectively. These files present data regarding best hits in GenBank, annotation of the differentially regulated sequences, E-values, Gene Ontology and other useful information (where available).

**Figure 1:**
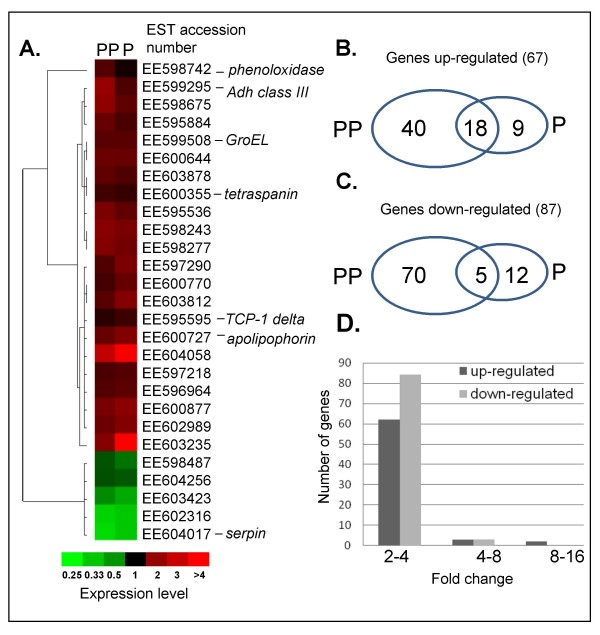
**General statistics on the differentially regulated genes in response to parasitization**. (A) Cluster image of the 23 differentially regulated genes identified by microarray hybridization during both parasitization stages plus identified immune-responsive genes that were followed in further experiments. The expression profiles after pre-parasitization (PP) and full parasitization (P) are shown. Columns correspond to the two time points and rows to the different genes. Red indicates increased mRNA levels, whereas green indicates decreased levels compared with non-parasitized pupae. The brightest reds and greens are sixfold induced and repressed, respectively. The graphs in B and C show the number of genes induced (B) and repressed (C) in response to pre- and full penetration, and the number of genes that showed shared significant expression during both stages. (D) Distribution of induced (black bars) and repressed (gray bars) genes based on their fold change.

### Modulation of expression of whitefly stress and immune-response genes in response to parasitization

The response to several biotic stress factors (bacteria, fungi, parasitoids, viruses) and injury has been studied in model insects such as *D. melanogaster *and *Anopheles gambiae *[17,18], [22,23]. Gene expression of *Drosophila *upon parasitization by *A. tabida *revealed a set of unique responsive genes, as well as genes responding to other biotic stresses [17]. Hence, following microarray hybridization, we screened our database [24] and identified several genes with homologues known to be involved in stress responses in other insects, such as *serpin A3K *(serine protease inhibitor), *phenoloxidase*, *tetraspanin D107*, *apolipophorin *and *alcohol dehydrogenase class III *(*adhIII*).

*Serpin A3K *was one of the genes showing the highest level of down-regulation as a result of parasitization at both the PP and P stages: microarray analyses indicated 5.9-fold (PP) and 6.5-fold (P) repression. 

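The serpin A3K clone (EE604017) was lower in channel 2 on slides 10, 11, 13 and 14, with log2 ratios of -2.91, -2.95, -2.93 and -3.13, and higher on slides 12 and 15, with 2.83 and 1.87. Serpin fell, with slides 12 and 15 turned, on the slides labelled PP with a mean log2 ratio of -2.90 ± 0.06 and on those labelled P with -2.65 ± 0.68 (SD, n = 3 slides each, adjusted p = 0.00156 and 0.00065 from limma). These ratios correspond to 7.46-fold and 6.26-fold lower levels. Read as labelled, the means were -1.01 ± 3.33 and -1.40 ± 2.83 (SD, n = 3, adjusted p = 0.619 and 0.704), so the spread between slides exceeded the change. The study chose this clone on these slides, and the direction called lower was itself set from this clone, so its sign is no independent evidence.

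**Figure D1:**
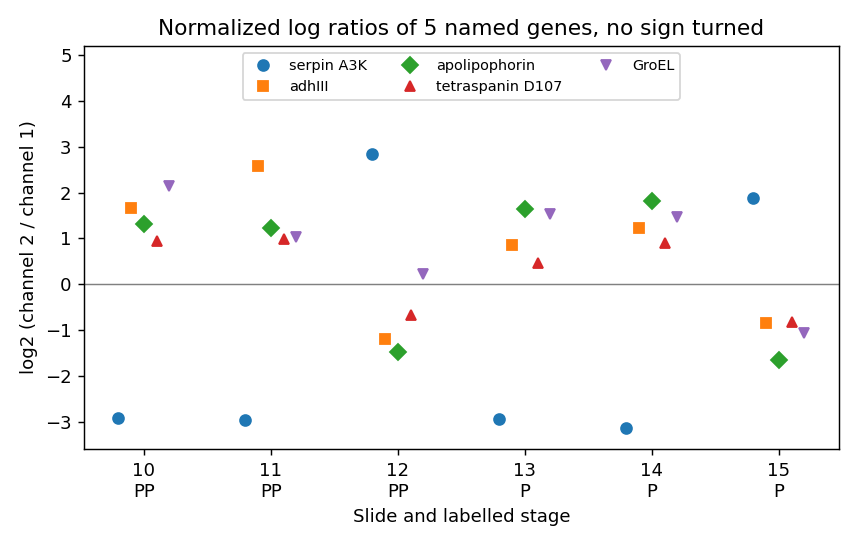
Log2 ratio of channel 2 to channel 1 (y axis) of 5 clones named in the text on each of the 6 slides (x axis, with the labelled stage), 1 point per clone and slide, with no sign turned. Serpin lies between -3.13 and -2.91 on slides 10, 11, 13 and 14 and at 2.83 and 1.87 on slides 12 and 15, and adhIII, apolipophorin and tetraspanin lie above 0 on the former and below 0 on the latter.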

Quantitative RT-PCR analyses (Figure 2) confirmed the strong repression of *serpin *(by 42.6- and 32.1-fold at the PP and P stages, respectively). Serine proteases and their inhibitors (serpins) have been shown in several invertebrates to be involved in an early response to stress and in the activation of defense mechanisms, including hemolymph coagulation [25], melanization [26] and induction of antibacterial peptides [27]. The results suggest that in *B. tabaci*, serpins act as inhibitors of the cascade leading to melanization. Indeed, parasitization induces down-regulation of *serpin *and initiation of the melanization cascade characterized in some insects by pigmentation and wound-healing.

**Figure 2:**
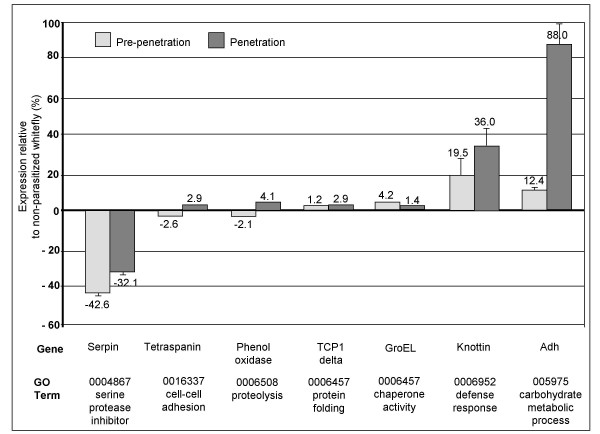
**Quantitative real-time RT-PCR verification of candidate genes induced or repressed following the microarray analyses**. Further description is provided in the manuscript. For each gene verified, the available Gene Ontology (GO) term is given underneath the gene name.

Moreover, a *phenoloxidase *gene was found to be induced by approximately fourfold in microarray analyses (Figure 1). Quantitative RT-PCR analysis showed that this gene is repressed at the PP stage but is induced by over fourfold at the P stage (Figure 2), confirming that parasitization had activated the melanization molecular cascade. The down-regulation of *phenoloxidase *at the PP stage may further support the fact that the melanization cascade is molecularly activated, and since *phenoloxidase *is a final step in this cascade, its up-regulation is observed only when the parasitoid has fully penetrated the host during the P stage. Up-regulation of *phenoloxidase *genes in response to biotic stresses such as parasitoid attack in *Drosophila *[17] and to the immunosuppressive polydnavirus HdIV in *Spodoptera frugiperda *[28] has been previously documented. Phenoloxidase has also been shown to catalyze the conversion of dopamine to melanin, which is toxic to microorganisms [29]. Although we did not observe any melanin around the parasitoid penetration area, and the spatial expression of the phenoloxidase gene following whitefly nymph parasitization is not known, the molecular events following the parasitization process support activation of the phenoloxidase cascade in parasitized *B. tabaci*. The incomplete epidermal layer of cells formed around the parasitoid larva has been suggested to protect it from the host's immune response by compartmentalizing it and creating an environment that is suitable for the provision of nutritional substances during the penetration process [10]. The host response to parasitization may give some clue as to the evolution of defense mechanisms in insects, and the ways in which parasitoids overcome these mechanisms. *E. mundus *lays its egg outside the host body and is therefore considered an exoparasitoid. The parasitoid penetrates the host's body later on, as a first instar that chews into the whitefly nymph from the outside. This parasitization process may be sufficient to activate the molecular cascade, but final melanization is not observed. This incomplete process may enable *E. mundus *to avoid the whitefly nymph's defense response. We concluded that whereas endoparasitism in the *Drosophila-A. tabida *system leads to full melanization, in the *B. tabaci-E. mundus *system, the parasitoid overcomes the host's defense system by initializing the parasitization process outside the host, thus avoiding the insect's defense response.

Three *knottin *sequences have been previously shown to be abundant in cDNA libraries prepared from whiteflies carrying begomoviruses [30]. An increase in the expression of these knottins was observed after the acquisition of begomoviruses by whiteflies, supporting previous studies that showed a decrease in whitefly fertility, fecundity and longevity after begomovirus retention in the insect body [31]. Knottins are miniproteins that are present in many diverse organisms and possess various biological functions [32]. For instance, knottins have toxic properties in plants, bugs, mollusks and arachnids, and are antimicrobial agents in plants, insects and arthropods. Although knottin peptide sequences were not represented on our microarray, we manually identified a *knottin *sequence that had been deposited in GenBank (Table 1) [30]. qRT-PCR showed a high level of induction of this sequence, reaching 19.5- and 36-fold at the PP and P stages, respectively. This result could be related to serpin's down-regulation. Indeed, serpins are also known to inhibit the Imd- and Toll-signaling pathways, which lead to the production of antimicrobial peptides in the fat body cells [18]. Therefore *serpin *down-regulation may play a role in the induction of defense molecules during parasitoid invasion.

**Table 1:** Oligonucleotide primers used in quantitative PCR and quantitative RT-PCR. Amplicon sizes for all genes are 81 bp.

Gene	EST accession number	Primer sequence (5' to 3')
*actin*	EE597333	TGGAGATGGTGTTTCCCACAC
		CCAGCCAAGTCCAAACGAAG
*serpin*	EE604017	GCTCGACCATGGACTGGTTC
		CTAGATTTCGCCGCGGTAGT
*phenoloxidase*	EE598742	GGCGAGGAGAAGGACTGTGA
		AATAAGGCAGACCCCATCGG
*tetraspanin-3*	EE600355	GCATCGGTCAGATCGTGTTG
		CTTTCAAGGAGCCGAAGCAT
*Adh-classIII*	EE599295	GGTTATGTCTGCTCCTGCCG
		CCCAAAAGTTCAGCAGCCTC
*TCP1-delta*	EE595595	CGGCTTCAAATAGTTCAGGTGA
		TTCGAATATCCTTTGGCTTGCT
*GroEL*	EE599508	GTTGTAGCTGGAGGAGGTACTGACC
		TGTTTGGTCTTCGTTGTTGCC
*citrate synthase gltA*	DQ077708	AAAGGTTGCTCATCATGCGTT
		GCCATAGGATGCGAAGAGCT
*knottin*	DQ308607	CTGTTCCAAGCCAAAACCGA
		GATCATGAAGGCGGCCACTA

Among the defense-response genes discovered in our study was *tetraspanin D107*. Tetraspanins are transmembrane proteins that are involved in a wide variety of fundamental biological processes [33,34] and modulate signal transduction by interacting with (immuno)receptors and signaling molecules. Some tetraspanin genes, such as *tetraspanin CD37*, are expressed exclusively in the immune system [35]. It has been suggested that their expression changes during infection [36] and that these molecules play an important role in the immune response to pathogens. 

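Tetraspanins are membrane proteins with several transmembrane domains, and the clone listed as Tetraspanin 39D (EE600355) rose on the slides labelled P with slides 12 and 15 turned. Its log2 ratio there was 0.72 ± 0.24 (SD, n = 3 slides, adjusted p = 0.0371 from limma). On the slides labelled PP its log2 ratio was 0.86 ± 0.17 (SD, n = 3, adjusted p = 0.0818), which passed under 4 of 17 alternatives, and the difference between the stages, -0.14, had an adjusted p of 0.852. Read as labelled, the ratios were 0.42 ± 0.94 for PP and 0.17 ± 0.89 for P (SD, n = 3), and neither passed. The call on the turned slides labelled P was lost without slide 10, 13, 14 or 15 and without background correction.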

In our microarray screen, the expression of *tetraspanin D107 *was induced twofold upon parasitization in the P stage but did not show any significant change during the PP stage. qRT-PCR indicated this gene's down-regulation (2.6-fold) at the PP stage and up-regulation (2.9-fold) at the P stage (Figure 2). It is not unusual for the qRT-PCR approach to identify significant changes in gene expression that are not identified in the larger microarray screen, as we observed with *tetraspanin D107 *in the PP stage. The fact that *tetraspanin D107 *was not significantly up-regulated at the PP stage supports the hypothesis that this protein is involved in a final step of the response to parasitoid attack.

Other induced immune system-related genes included the *T-complex protein 1 delta subunit *(*TCP1-delta*) involved in defense and homeostatic responses [37] (Figure 2), and *apolipophorin*. 

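The clone of TCP1-delta (EE595595), a subunit of the chaperonin that folds actin and tubulin, carried the flag of spots near background on 1 slide and was outside the tested set. Without the flag filter and with slides 12 and 15 turned, it rose on the slides labelled P with a log2 ratio of 1.10 ± 0.34 (SD, n = 3, adjusted p = 0.0258 from limma) and was at 0.08 ± 0.44 on those labelled PP (adjusted p = 0.878). As labelled, its ratios were 0.34 at PP and 0.14 at P, and neither passed. A related clone, Tcp1-like (EE601155), fell on the turned slides labelled P with a log2 ratio of -1.10 ± 0.13 (SD, n = 3, adjusted p = 0.00919), a call that was lost without slide 13 or 14. A clone of Heat shock protein 60 (EE603222) rose there by 2.10 ± 0.06 (SD, n = 3, adjusted p = 0.00616), with the same losses. The 3 measured chaperonin clones had a median log2 ratio of 0.99 on the turned slides labelled PP (camera at a preset correlation of 0.01, adjusted p = 0.0305), which did not hold with an estimated correlation (adjusted p = 0.663), with print-tip loess or median centring, or without slide 10, 12 or 15. The study chose these clones on the same slides.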

Among other functions, apolipophorin has been identified as an immune-activating protein. This protein, which is abundant in the insect hemolymph, is believed to cause hemagglutination [38] and to act synergistically with the hemolymph lysozyme [39]. Elevated apolipophorin titers have been observed during programmed cell death of intersegmental muscle cells [40], detoxification [41], and induction of antimicrobial peptides [42]. The *apolipophorin *that we identified was up-regulated by 3.5-fold at the PP stage and by 2.5-fold at the P stage. 

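The apolipophorin clone (EE600727), a lipid carrier of the haemolymph with its best hit in *Locusta migratoria*, rose at both stages with slides 12 and 15 turned. Its log2 ratio was 1.34 ± 0.13 on the slides labelled PP and 1.71 ± 0.10 on those labelled P (SD, n = 3 slides each, adjusted p = 0.0112 and 0.00065 from limma). The difference between the stages was 0.37 (adjusted p = 0.706). Read as labelled, its ratios were 0.35 ± 1.59 and 0.60 ± 1.96 (SD, n = 3), and neither passed. The call on the turned slides labelled PP was lost without slide 10, 11 or 13, without background correction, with scaling between slides and with a fit of each stage alone.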

Although we did not confirm this expression pattern by qRT-PCR, we believe that this gene's response to parasitization is part of the general immune response to parasitoid invasion.

An interesting finding from our screen was the strong induction of an *alcohol dehydrogenase III (adhIII) *gene during both stages of parasitization: more than two- and fourfold at the P and PP stages, respectively. 

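The adhIII clone (EE599295) rose on the slides labelled PP by a log2 ratio of 1.82 ± 0.70 with slides 12 and 15 turned (SD, n = 3 slides, adjusted p = 0.0287 from limma). On the slides labelled P its log2 ratio was 0.97 ± 0.21 (SD, n = 3, adjusted p = 0.0528), which did not pass but did under 11 of 17 alternatives, among them leaving out slide 11 or 12. Read as labelled, adhIII had log2 ratios of 1.02 ± 1.97 at PP and 0.41 ± 1.10 at P (SD, n = 3, adjusted p = 0.356 and 0.828). The turned call at PP was lost without slide 10, 11, 13 or 15, without background correction and with a fit of each stage alone.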

Interestingly, these results were confirmed by qRT-PCR, but the induction was much higher than that observed in the microarray experiment, reaching an over 12-fold increase at the PP stage and an approximately 88-fold increase at the P stage (Figure 2). These high rates of induction are remarkable and indicate an important role for this gene in response to parasitoid invasion. The ADH locus and its genes (*adh*) have been much studied by population and evolutionary biologists, but their functions have not been fully elucidated [43]. One study found a significant decrease in ADH activity and accumulation under conditions of heat stress in *Drosophila*; however, this protein's involvement in stress resistance was never fully addressed [44]. Our results suggest a strong involvement of the *adh class III *gene in the response to parasitization and further experiments are required to determine whether this is a general stress response or one that is specific to parasitoid invasion.

### Response of whitefly endosymbionts to parasitization

Several genes associated with bacterial genomes rather than *B. tabaci *itself were discovered in our microarray experiments. 

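The 4 clones of 16S ribosomal RNA of *Portiera*, the primary symbiont, that the study lists as up-regulated rose on the slides labelled P with slides 12 and 15 turned, with a median log2 ratio of 1.70 and a range of 1.65 to 2.10. None of the 4 calls was kept without slide 13, and 2 were kept without slide 14. The highest of them, EE603728, reached 2.10 ± 0.46 (SD, n = 3 slides, adjusted p = 0.00309 from limma). Another *Portiera* clone, annotated as an unknown protein (EE604326), rose there by 2.25 ± 0.48 (SD, n = 3, adjusted p = 0.00065). A further clone of *Portiera* 16S ribosomal RNA (EE603532) fell there, with -1.19 ± 0.37 (SD, n = 3, adjusted p = 0.00793), and its call was lost without slide 13 or 14. On the slides labelled PP the 4 clones had a median of 0.33 and none passed. As labelled, their median was 0.36 at PP and 0.85 at P, and none passed.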

*B. tabaci *hosts the obligatory bacterium *Portiera aleyrodidarum*, which supplements the whitefly's imbalanced sap diet. In addition, *B. tabaci *populations may harbor a diverse array of different facultative bacterial tenants, including *Hamiltonella*, *Arsenophonus*, *Wolbachia*, and *Rickettsia *[45]. These facultative secondary symbionts may benefit host fitness under specific environmental conditions (heat stress, available host plant, natural enemies) or manipulate the reproduction of their hosts in ways that enhance their own transmission (inducing parthenogenesis, feminizing genetic males, male-killing, cytoplasmic incompatibility) [46-48]. 

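Of 9 measured clones that the study annotates as bacterial, 6 rose and 1 fell on the slides labelled P with slides 12 and 15 turned (6 and 3 when adjusted over the list alone), with a median log2 ratio of 1.65. Without slide 13, 1 rose and none fell, and without slide 14, 3 rose and none fell. For 1 of the 9, an unknown protein (EE602230), the listed best hit is in the nematode *Heterodera glycines*. A clone whose best hit is a hypothetical protein of *Bacillus* (EE597218) rose there by 1.22 ± 0.41 (SD, n = 3 slides, adjusted p = 0.0102 from limma), which was lost without slide 13 or 14. The clone with *Rickettsia* sequence (fmt and 23S ribosomal RNA, EE603493) carried the flag of spots near background on 1 slide. Without the flag filter its turned log2 ratio was -0.63 ± 1.37 on the slides labelled PP, the stage the study lists it for, and -1.40 ± 0.32 on those labelled P (SD, n = 3, adjusted p = 0.551 and 0.116), against -1.24 and -0.52 as labelled (adjusted p = 0.206 and 0.766). The bacterial clones were shifted upwards against all other clones on the turned slides labelled P (camera at a preset correlation, adjusted p = 0.00159), which did not hold with an estimated correlation (adjusted p = 0.173), print-tip loess or median centring. On the slides labelled PP their turned median was 0.22 and none passed, although 3 were higher and 2 lower when adjusted over the list alone. As labelled, their median was 0.24 at PP and 0.77 at P, and none passed. The study chose these clones on the same slides.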

Our present study showed that many significantly regulated genes, belonging to several bacterial metabolic pathways, were associated with the primary symbiont *Portiera *and the facultative symbiont *Rickettsia*. 

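The clone that the study names GroEL (EE599508), with a listed best hit to Heat shock protein 60 of *Drosophila melanogaster*, had a log2 ratio of 0.99 ± 1.19 on the slides labelled PP and 1.36 ± 0.26 on those labelled P with slides 12 and 15 turned (SD, n = 3 slides each, adjusted p = 0.38 and 0.0618 from limma). Read as labelled, its ratios were 1.14 ± 0.96 at PP and 0.65 ± 1.48 at P (SD, n = 3), and neither passed (adjusted p = 0.226 and 0.672). The turned ratio at PP passed under 2 of 17 alternatives, array weights and leaving out slide 12, at 1.59. The turned ratio at P passed under 7 of 17, namely print-tip loess, scaling between slides, a fit of each stage alone, array weights, leaving out slide 10 or 12, and a dye term.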

Most noticeable was a *Portiera GroEL *homologue, a chaperone involved in protein folding and protein-protein interactions, which was induced by over threefold at the PP stage, but not at the P stage. This result was verified by qRT-PCR analysis (Figure 2). Since the role of the primary symbiont *Portiera *in *B. tabaci *is defined and resembles the function of other primary symbionts in other arthropods, i.e. supplementation of the whitefly's imbalanced diet, and since it is confined to the bacteriome, a fact that may limit its effect on the response to external stress factors, we decided to focus on the response of the secondary symbiont *Rickettsia. Rickettsia *was the only secondary symbiont found in the whitefly population we studied, and is usually not confined to the bacteriome but rather is scattered throughout *B. tabaci*'s body, reaching almost all of its organs [48,49]. Thus, it is expected that only this bacterium will exhibit a noticeable phenotype if whitefly endosymbionts are involved in the response to parasitization. The amount of *Rickettsia *cells was quantified by qPCR before and during parasitization. The interesting results, summarized in Figure 3, showed an approximately 20-fold increase in the amount of *Rickettsia *as a result of parasitization at the PP stage, and a ca. 15-fold increase at the P stage. This observation was confirmed using a fluorescent *in-situ *hybridization (FISH) approach. Figure 4A shows the ventral side of a *B. tabaci *nymph (N) parasitized and penetrated by an *E. mundus *(EM) first instar, and the epidermal capsule layer formed around the penetration area (E). Figure 4B shows a FISH assay targeting *Portiera *(P, red) and *Rickettsia *(R, blue) in a non-parasitized nymph. Figure 4C shows a parasitized *B. tabaci *nymph penetrated by the *E. mundus *first instar in the early stages of penetration. The fluorescent signal associated with *Rickettsia *in the parasitized nymph is far stronger than in the non-parasitized nymph, unlike the signal from *Portiera *which seems to be unchanged. This result strongly supports our qPCR results, and the hypothesis that *Rickettsia *is involved in the response to parasitization by *E. mundus*. The strong response of *Rickettsia *to wasp invasion can be explained by either bacterium-host or bacterium-invader cross-talk. In the first case, the insect host may mobilize the free *Rickettsia *cells to counter the wasp's development. In the second, the endosymbiont might sense chemicals secreted by the parasitoid or by the parasitized host and induce the latter's response. The immune response observed in the whitefly nymph following parasitization by *E. mundus *is probably not due to the increased concentration of *Rickettsia *because a comparison, using microarrays, of gene expression in whitefly populations containing *Rickettsia *and those without *Rickettsia *revealed no significant regulation of the immune response-related genes identified in this study (M. Ghanim, unpublished).

**Figure 3:**
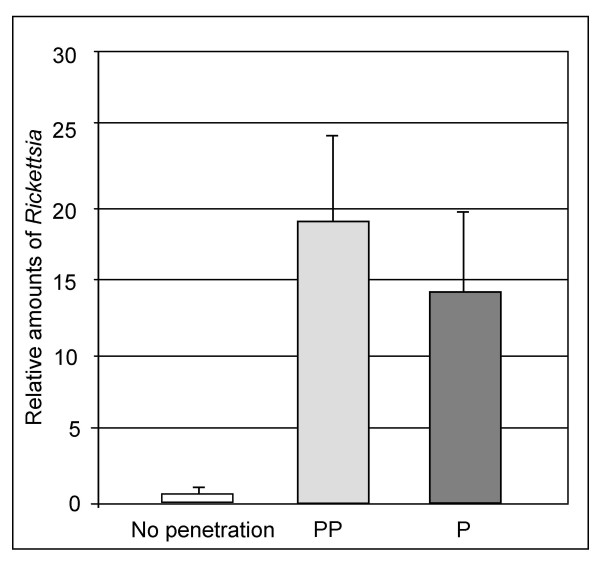
**Quantitative real-time PCR of *Rickettsia***. Control non-parasitized (No penetration) *B. tabaci *instars (PP) compared to pre-penetrated and penetrated (P) instars by *E. mundus*.

**Figure 4:**
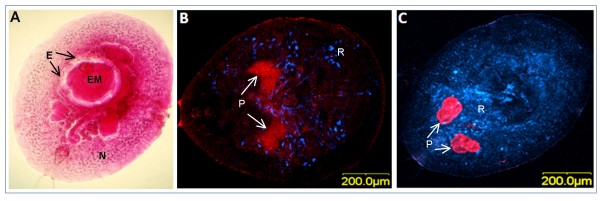
**Fluorescent *in-situ *hybridization (FISH) of parasitized *B. tabaci *pupae by *E. mundus***. (A) An *E. mundus *second-instar larva (EM) within a fourth-stage nymph of *B. tabaci *(N). Note that the parasitoid larva is surrounded by a cellular capsule (E) enclosing a translucent region, thus preventing direct contact with the host. (B) FISH of non-parasitized *B. tabaci *pupa with the primary symbiont *Portiera *(P) labeled with Cy3 (red) and *Rickettsia *(R) labeled with Cy5 (blue). (C) FISH of parasitized *B. tabaci *pupa by *E. mundus *with *Portiera *(P) and *Rickettsia *(R) labeled as in B (after the wasp larva was dissected out). Note the higher concentration of labeled *Rickettsia *cells in the parasitized pupa compared to the non-parasitized one.

The involvement of symbiotic bacteria in their insect host's stress response has been shown in aphids, in which parasitoid attack [21,46] and other stress factors, such as high temperatures [50,51] and fungal attack [52], are influenced by secondary symbionts. It has been recently suggested that a toxin produced by the symbiont is involved in killing invading wasps [53]. Although survival of *B. tabaci *nymphs from isofemale lines with and without *Rickettsia *after parasitization by *E. mundus *does not show any significant differences (D. Gerling, unpublished), *Rickettsia *induction following invasion by *E. mundus *may play an important role in these host-parasite interactions, and successful parasitism needs to be compared between whiteflies with and without *Rickettsia*.

## Conclusion

The molecular mechanisms used by hemipterans to combat attacks by biological control agents are completely unknown. We used a recently developed microarray for *B. tabaci *to examine the response of this insect to the unique attack of the biological control wasp *E. mundus*. Although similar research approaches have been published on model insects such as *Drosophila *and mosquitoes with parasitic wasps, no data were available in non-model insects. Over 20 genes responded consistently to the wasp attack at the two time points investigated, suggesting their role in the immune response. 

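Among the annotated clones listed for both stages, CG7924 (EE602316) fell at both with slides 12 and 15 turned, with a log2 ratio of -0.99 ± 0.16 on the slides labelled PP and -0.95 ± 0.27 on those labelled P (SD, n = 3 slides each, adjusted p = 0.0453 and 0.0144 from limma). Its call on the slides labelled PP was lost without slide 10, 11, 13, 14 or 15, and its call on those labelled P without slide 13 or 14. In all, the former was lost under 12 of 16 alternatives, among them median centring and scaling between slides. Transaldolase reached 1.38 ± 0.65 on the slides labelled PP (SD, n = 3, adjusted p = 0.0678), which did not pass but did under 5 of 17 alternatives. Read as labelled, CG7924 had log2 ratios of -0.40 ± 1.13 and -0.40 ± 1.09 (SD, n = 3), and neither passed. From the genes that responded at both time points, the paper proposes that they have a role in the immune response.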

Interestingly, some symbiotic bacterial genes also showed a significant response to the wasp attack. We concluded that the facultative secondary symbiont *Rickettsia *may play an important role in the response to attacks by this wasp. qPCR and FISH analyses showed a strong *Rickettsia *response and suggested its direct recognition of the invasion, either by recognizing the invader or by recognizing the whitefly's stress response via secreted molecules. The involvement of symbiotic bacteria in their hosts' stress response is intriguing and further research should focus on the mechanisms by which symbionts sense the stress situation and respond to it.

## Methods

### Insect rearing, whitefly parasitization by *E. mundus *and sample collection for microarrays

*B. tabaci *biotype B were reared on cotton plants in growth chambers [54] at 25 ± 2°C, photoperiod 16:8 L:D. *E. mundus *was maintained on whitefly-infested cotton plants housed in Perspex insect-proof cages with mesh-covered windows. Whiteflies in the second to third stage of nymphal development were used for parasitization, whereas all of the material for the experiments was taken from early fourth-instar nymphs. Two stages of parasitization were compared with developmental stage-matched non-parasitized nymphs. The first stage consisted of pre-penetration (PP) *B. tabaci *nymphs, in which the freely moving mouthparts of the first, newly hatched wasp were still exposed, prior to penetration. The second stage consisted of a penetrating parasitoid larva half to fully embedded in the host with its extremity still protruding (P). The latter was extirpated from the host. In both stages the wasp larva was removed from the host into TRI reagent (MRC Inc., Cincinnati, OH, USA) before nucleic acid extraction to avoid contamination. As controls, 30 to 40 whitefly nymphs at the same stage of development were collected for each replicate. A total of three replicates were used, showing correlations of over 80%.

### RNA isolation, labeling and hybridization

Pre-penetrated and penetrated as well as non-parasitized pupae of *B. tabaci *were collected and homogenized in TRI reagent. The total RNA served as a template for quantitative real-time RT-PCR (qRT-PCR) analyses and for linear amplification [55]. The amplified RNA was reverse transcribed (SuperscriptII kit; Invitrogen, Paisley, UK) and aminoallyl-labeled using the TIGR protocol available online at . Three replicates of non-parasitized pupae were coupled with Cy3-ester and directly hybridized against three replicates of pre-penetrated or fully penetrated instars, which were also coupled with Cy5-ester. Following purification (Qiagen PCR purification kit; Hilden, Germany), the labeled cDNAs were mixed in 3× SSC (supplemented with 20 μg poly(A) and 0.15% SDS) and hybridized to the *B. tabaci *microarray in a 65°C water bath for 16–18 h. *B. tabaci *microarray construction and description were as previously described [54]. The slides were sequentially washed (2 min per wash) at ambient temperature in 1.14× SSC supplemented with 0.0285% SDS, 1.14× SSC, 0.228× SSC and 0.057× SSC. Immediately after washing, arrays were spun dry at 1000 *g *for 5 min in a table-top centrifuge. The slides were scanned using an Agilent microarray scanner (Agilent Technologies, Santa Clara, CA, USA) to detect Cy3 and Cy5 fluorescence. The ratio of the two dyes was used as an indicator of the relative abundance of the two mRNA transcripts. The data generated in this study were deposited in NCBI's Gene Expression Omnibus (GEO, ) and are accessible through GEO series accession number GSE11410.

### Quantitative real-time PCR (qPCR) and qRT-PCR analyses

The expression of genes selected from the results of the microarray hybridizations was verified using a qRT-PCR approach. The genes, accession numbers, amplicon sizes and primers are shown in Table 1. Amplifications were performed using 1× Quantitect SYBR Green PCR mix (Qiagen) and 5 pmol of each primer. *B. tabaci actin *DNA was used as an internal standard for data normalization and quantification. To ensure the validity of the data, the expression of each gene was tested in triplicate in each of three biologically independent experiments. The cycling conditions were: 15 min activation at 95°C, 45 cycles of 10 s at 95°C, 20 s at 60°C, 25 s at 72°C. Melting ramp from 60°C to 99°C, rising by 1°C at each step, and waiting 5 s after each step. Channel source: 470 nm, detector: 510 nm. A Rotor-Gene 6000 machine (Corbett Robotics Pty Ltd., Brisbane, Australia) and the accompanying software were used for qPCR, data normalization and quantification. The *actin *gene was used as internal control. Quantification of *Rickettsia *was performed by qPCR using the citrate synthase gene (*gltA*) [56].

### Microarray data analysis

Fluorescence of the hybridizing spots was collected using the Genepix 4000B scanner. Fluorescence intensity was quantified using the Genepix Pro v6 (Axon

Instruments, Union City, CA, USA). 

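The apolipophorin clone had log2 ratios of 1.31 and 1.23 on slides 10 and 11 and of -1.49 on slide 12, all labelled PP. Of the slides labelled P, it had 1.64 on slide 13, 1.83 on slide 14 and -1.66 on slide 15. Over the 147 measured clones of the study's lists, Pearson correlations between slides of a stage averaged -0.145 for the slides labelled PP and -0.296 for those labelled P when read as labelled. In the turned reading they averaged 0.722 and 0.944, and Spearman correlations averaged 0.683 and 0.856. Over all 4663 clones, the Pearson averages as labelled were 0.372 and 0.0509, and with slides 12 and 15 turned they were 0.0869 and 0.507. Clones are not independent replicates, and the listed ones were chosen on these slides, so no p-value is given.

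**Figure D2:**
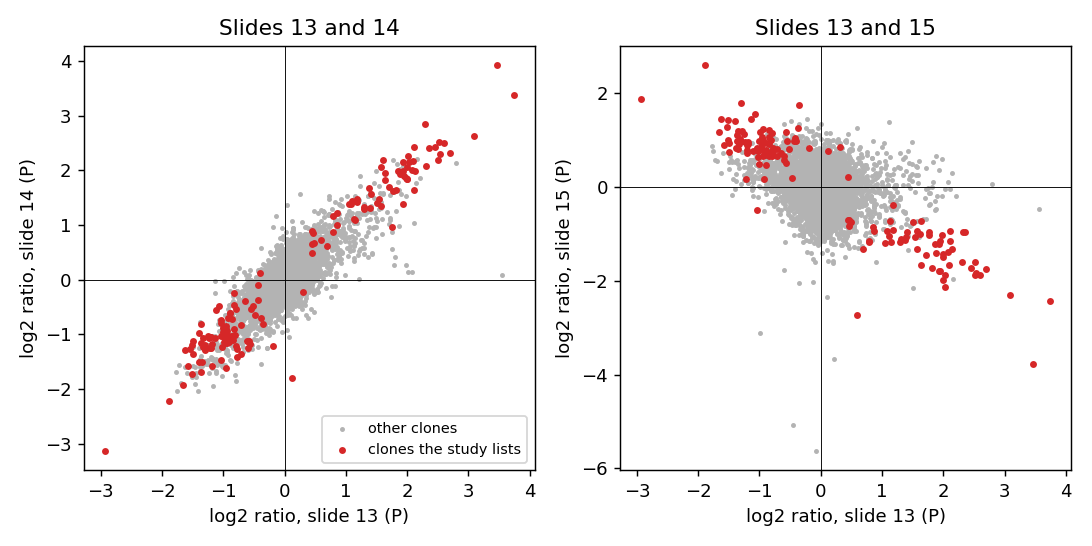
Log2 ratios of channel 2 to channel 1 of 4663 clones on slide 13 (x axis) against slide 14 (left, y axis) and against slide 15 (right, y axis), 1 point per clone, with no sign turned, and the 147 clones that the study lists in red. The listed clones vary together on slides 13 and 14 and run in opposite directions on slides 13 and 15.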

The experiments were performed in triplicate and were reproducible, with Pearson correlation coefficients between repeat experiments for the genes that passed the significance test used (see below) of 0.8. The expression data obtained across the two time points investigated were processed using the Linear Models for Microarray Data analysis package LIMMA [57]. Probes that were not present in all of the arrays were removed from the data before normalization. 

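The normalized ratios of the listed clones did not depend on the last of the normalization steps, since Gquantile changed no log2 ratio (largest change 0). Loess was fitted with a span of 0.3 and 4 iterations to each slide, and the spots lie in 16 print blocks. After it, the SD of the log2 ratios across clones was 0.37 on slide 12 and between 0.50 and 0.65 on the other slides. With slides simulated to carry log2 changes of 1 in 100 clones per stage, the limma test called 100% of them at PP and 96% at P, and it called 7 and 11 of 4431 unchanged clones. When slides 12 and 15 were simulated in the opposite orientation and read as labelled, it called 0 clones at PP and 0 at P, which follows from the signs put in. Every simulated clone and slide had the same independent spread, and a changed clone changed equally at both stages. The measured spread is uneven, so these shares are not the power on the measured slides. There, a turned ratio of -1.52 ± 1.14 at PP (EE598487, SD, n = 3) did not pass (adjusted p = 0.154 from limma).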

Data from the arrays were subjected to "normexp" background subtraction, followed by *LOESS *within-array normalization and "Gquantile" between-array normalization. Replicates were merged using median values. To identify the genes whose expression varied the most across each developmental time point, we used multivariate empirical Bayesian modeling as carried out in the time-course package [58]. This modeling takes into account correlations across time points and multiple replicates to derive posterior odds for the differential gene expression and produces a ranked list of genes. We calculated a *P*-value for each gene from its multivariate empirical Bayesian score for differential expression using F-distribution (*k*, *m*+*n*+ν-*k*-*1*), where: *k *= number of time points, *m *and *n *are number of replicates for two compared developmental stages and ν is the prior degree of freedom. Results were considered significant at *P *< 0.05. All hierarchical clustering in our analyses was performed and viewed with Gene Cluster and TreeView softwares [59]. Average linkage hierarchical clustering was used to group genes according to shared expression profiles. Parameters used in the clustering were hierarchical clustering, by genes, using average linkage clustering. The Pearson correlation coefficient distance metric was used in the clustering analysis.

### Florescence *in-situ *hybridization (FISH)

The FISH procedure followed Gottlieb et al. [48], using the probe BTP1-Cy3 (5'-Cy3-TGTCAGTGTCAGCC CAGAAG-3') to detect *Portiera*, and the probe Rb1-Cy5 (5'-Cy5-TCCACGTCGCCGTCTTGC-3') to detect *Rickettsia*. Stained samples were mounted whole and viewed under an IX81 Olympus FluoView500 confocal microscope. Specificity of detection was confirmed using the following controls: no-probe control, RNase-digested control, and *Rickettsia*-free whiteflies.

## Authors' contributions

AM carried out the microarray experiments and the qPCR analyses. DG carried out the parasitization experiments and dissections, and provided the whitefly samples. YG conducted the FISH analyses. MG designed the experiments with HC, DG and AM, performed the statistical analyses and drafted the manuscript. HC and YG helped to finalize the manuscript. The final version of the manuscript was read and approved by all authors.

## Supplementary Material

Additional file 1 Genes significantly up-regulated following parasitization of *B. tabaci *by *E. mundus*. The data consist of 67 significantly up-regulated genes following parasitization of *B. tabaci *by *E. mundus*. The list is divided into three parts: genes that are up-regulated in both the pre-penetration (PP) and penetration (P) stages, genes that are uniquely up-regulated in the PP stage and genes that are uniquely up-regulated in the P stage. The table presents data regarding best hits in GenBank, annotation of the differentially regulated sequences, E-values, Gene Ontology and other useful information (where available). Click here for file

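The list of up-regulated genes holds 67 clones, of which 63 were measured. A Muscle LIM protein clone (EE604303), at 3.19, was the only muscle clone among the 10 highest called clones on the turned slides labelled P. Of the 4 measured muscle clones, 3 rose there with slides 12 and 15 turned and 1, wings up A (troponin I, EE600203), fell with a log2 ratio of -0.78 ± 0.06 (SD, n = 3 slides, adjusted p = 0.0207 from limma), a call that was lost without slide 13 or 14 and with print-tip loess. The median of the 4 clones was 1.79 (camera at a preset correlation, adjusted p = 0.00159), which did not hold with an estimated correlation (adjusted p = 0.114), and the study chose these clones on the same slides. A clone annotated as a mitochondrial gene (EE602841) rose by 2.05 ± 0.20 (SD, n = 3, adjusted p = 0.000597), and a clone of NADH dehydrogenase (EE603238) by 1.21 ± 0.17 (SD, n = 3, adjusted p = 0.00732), the latter lost without slide 13 or 14. Of the 37 measured clones listed as up-regulated at PP alone, none passed on the turned slides labelled PP (22 when adjusted over the list alone) and 36 rose on those labelled P (37 when so adjusted, and by adjusted p over all clones 11 without slide 13 and 16 without slide 14). Of the 9 listed as up-regulated at P alone, 4 rose on the turned slides labelled P (8 when adjusted over the list alone, none by adjusted p over all clones without slide 13 or 14) and 2 on those labelled PP (9 when so adjusted). As labelled, none of these clones passed at its listed stage.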

Additional file 2 Genes significantly down-regulated following parasitization of *B. tabaci *by *E. mundus*. The data consist of 87 significantly down-regulated genes following parasitization of *B. tabaci *by *E. mundus*. The list is divided into three parts: genes that are down-regulated in both the pre-penetration (PP) and penetration (P) stages, genes that are uniquely down-regulated in the PP stage and genes that are uniquely down-regulated in the P stage. The table presents data regarding best hits in GenBank, annotation of the differentially regulated sequences, E-values, Gene Ontology and other useful information (where available). Click here for file

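The list of down-regulated genes holds 87 clones, of which 84 were measured, and 28 of these are cytochrome b, a mitochondrial gene. On the slides labelled P, 23 of the 28 fell with slides 12 and 15 turned (2 without slide 13 and 2 without slide 14), all 28 were lower, and their median log2 ratio was -1.10 (range -1.46 to -0.51). On the slides labelled PP their turned median was 0.14 and none passed, and as labelled the medians were 0.31 at PP and -0.42 at P. A cytochrome b clone of the up-regulated list (EE602741) rose on the turned slides labelled P by 1.89 ± 0.66 (SD, n = 3, adjusted p = 0.0104 from limma), lost without slide 13 or 14. The 32 measured mitochondrial clones of both lists, without those left out by the flags, had a median of -1.02 there, with 3 up and 23 down (camera at a preset correlation, adjusted p = 4.0e-19), a shift that did not hold with an estimated correlation (adjusted p = 0.114). The study chose these clones on the same slides, so this shift is not independent evidence. Most of the mitochondrial clones are also annotated as the same gene, cytochrome b, and are not independent measures. Their estimated correlation was 0.169, above the preset 0.01, so the p-value at the preset correlation is too small. Of the 67 measured clones listed as down-regulated at PP alone, none fell on the turned slides labelled PP (6 when adjusted over the list alone) and 53 fell on those labelled P (65 when so adjusted, and by adjusted p over all clones 3 without slide 13 and 3 without slide 14).

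**Figure D3:**
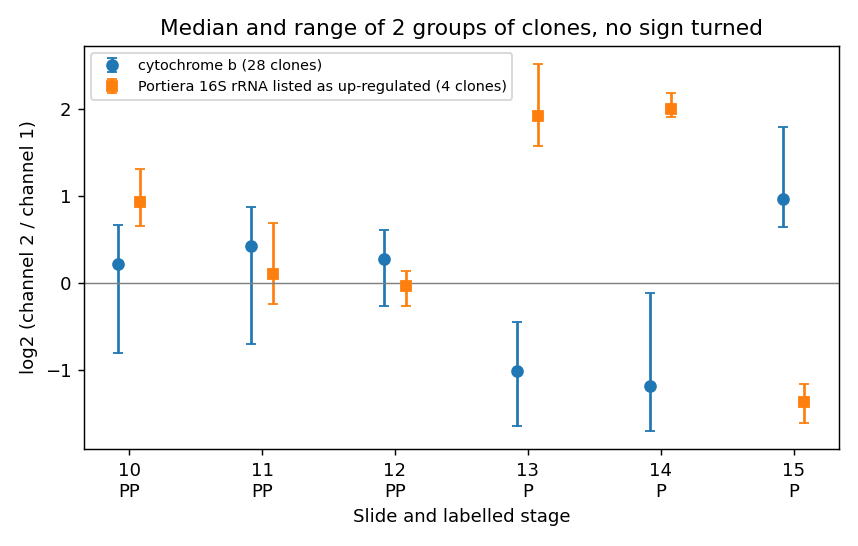
Median log2 ratio of channel 2 to channel 1 (y axis, bars from the lowest to the highest clone) of the 28 cytochrome b clones and of 4 *Portiera* 16S ribosomal RNA clones on each slide (x axis, with the labelled stage), with no sign turned. Cytochrome b lies below 0 on slides 13 and 14 and above 0 on slide 15, and the *Portiera* clones lie on the other side of 0 on these slides.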

How the deposited data were processed for this re-analysis (not part of the article)

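RNA from early fourth-instar nymphs of *B. tabaci* was hybridized to 6 spotted cDNA slides. Slides 10, 11 and 12 are labelled as parasitized at the PP stage against controls, and slides 13, 14 and 15 as parasitized at the P stage against controls. Every label gives Cy5 for the parasitized nymphs and Cy3 for the controls. The foreground and background medians of the 2 channels are scanner intensities, which the authors deposited without background subtraction or normalization. The percent of saturated pixels per spot is, per the file headers, a raw output of the authors' image quantification, to which no normalization was applied. The file headers name no dye for the channels. The sample records list the parasitized nymphs first and the control second, and under that order for channels 1 and 2 every sign would be reversed. The orientation used, channel 2 as the parasitized nymphs, was set from the deposited ratio and from the values of serpin after they were seen, and read as labelled means this orientation on all 6 slides. The log10 values of the deposited value table were made by the authors from a ratio that the quantification program had background-subtracted and normalized. Tested on the files, they equal the log10 of the normalized ratio of channel 2 to channel 1, with the largest difference on slide 10 at 5.00e-10, and the table holds 0 where no positive ratio was available. Its medians lie between -0.0223 and 0, so they are already centred. The foreground and background medians were used.

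The study names normexp background correction, loess within slides and Gquantile between slides, but its text gives no offset. Here, normexp with an offset of 50, global loess with a span of 0.3 and 4 iterations, and no change of log ratios between slides were used, in R 4.3.3 with limma 3.58.1. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Of 5738 clones per slide with 1 spot each, 4663 carried flag 3, the flag of good spots, on all 6 slides and were tested. The number of flag 3 spots was between 4842 on slide 12 and 5320 on slide 10, and the other spots carried flag 1 and lay near background. In channel 2, between 83.7% and 92.2% of the spots exceeded their local background by more than 2 background SDs. Of the 154 clones that the study lists, all were found on the slides, 147 were measured and 7 were left out by the flags. The number of slides limits the precision.

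All 6 slides entered a single limma model with a mean log2 ratio per stage, moderated tests of each mean against 0 and of the difference P minus PP, and Benjamini-Hochberg adjustment at 0.05. An exact permutation test of 3 slides against 3 cannot give a p below 0.1, so the tests of single clones rest on the spread that limma pools over clones. A rule near the study's own, an unadjusted p under 0.05 with a change of at least 2-fold, gave the counts by the study's thresholds, and the multivariate statistic that the study names needs replicates followed over both stages, which the labels do not pair. Lists of clones were tested with camera at a preset correlation of 0.01, adjusted over the 9 lists of a comparison, with an estimated correlation and fry beside it. The lists were mitochondrial, bacterial, chaperonin and muscle clones, taken from the study's annotation of its own listed clones, and the clones of the instar, egg, adult, TYLCV and ToMoV libraries. Keyword lists over all clones were not run, since the files name a gene for no clone.

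Genes named in the text follow a rule fixed before the data were examined. They are the clones that the paper names in its text, tables or Figure 1A, the 10 highest and 10 lowest clones per stage that passed with the same sign on all 3 slides, and the annotated clones of the study's lists. Clones without annotation were counted, with at most 4 per comparison named. The paper's values for the first group had been seen. The phenoloxidase and actin clones of Table 1 have no value, because the files pair GenBank names with spots only for the listed clones.

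After the correlations between slides were seen, 3 readings were added, namely slides 12 and 15 with the sign of their log ratios turned, the same with a dye effect per clone, and both slides left out. Each alternative fixed before the data were examined was run for the labelled and for the turned reading: normexp with offset 0, no background correction, print-tip loess over 16 blocks, median centring, scaling between slides, the deposited value table, no flag filter, a filter on spots above background, each stage fitted alone, array weights, and leaving out each slide in turn. Other significance rules were tried for the counts. A mean in place of the median over spots of a clone was not run because each clone has 1 spot, and a block for the scan day was not run because the files give no dates. No paired analysis was possible because the slide numbers differ between the stages and no label pairs them. The procedure was tested on simulated slides, with 100 clones changed by a log2 ratio of 1 and 100 by 2 at each stage. The spread was the same for every simulated clone and slide, unlike that of the measured slides. The mean estimated sizes at PP were 0.93 and 1.91 and those at P were 0.96 and 1.90.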

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

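All tests of explanations in this part were chosen only after the results they test were seen, and the readings with slides 12 and 15 turned were chosen after the correlations between slides were seen.

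On slides 12 and 15, the listed clones with at least a 2-fold mean change on the other slides of their labelled stage ran against them. Of those changed on slides 10 and 11, 98.0% of 50 had the opposite sign on slide 12. Of those changed on slides 13 and 14, 99.0% of 96 had it on slide 15. The 67 clones listed as down-regulated at PP alone had medians of 0.05, 0.29 and 0.32 on slides 10, 11 and 12. Their median thus kept its sign on slide 12, whereas those of the other listed sets had the opposite sign there. Ratios at random on slide 15 are argued against by 82.7% of 289 changed clones with the opposite sign, and in the paper's qRT-PCR, leaving out serpin, which set the orientation, adhIII and tetraspanin are higher at P, as on slides 13 and 14 and against slide 15, while at PP adhIII (higher) runs with slides 10 and 11, tetraspanin (lower) with slide 12, and GroEL (induced at PP and not at P) with all 3 slides of PP but not with slides 13 and 14, where it is higher as well. An exchange of dyes or of samples on slide 15 is a candidate explanation, since 74.6% of 193 clones outside the lists that changed on slides 13 and 14 also had the opposite sign there (exact 95% limits 67.9 to 80.6). These limits count the clones as independent trials, which clones on the same slides are not, so they are too narrow. For slide 12, only 29.7% of 290 such clones changed on slides 10 and 11 had the opposite sign and 58.0% of 193 changed on slides 13 and 14 did, so an exchange cannot be told apart from ratios that do not follow parasitization, and 37.2% of the former also ran opposite on slide 15. No biological explanation was tested, since no label gives slides 12 and 15 a condition of their own.

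Clones that the study lists for a single stage changed more, in their listed direction, on the slides labelled with the other stage: 121 of 125 with slides 12 and 15 turned (exact 95% limits 92.0 to 99.1), 110 of 125 as labelled and 118 of 125 with both slides left out. The limits treat these clones as independent, which they are not, and so are too narrow. The choice of processing is argued against, since the lowest share over 8 alternatives was 93.6% in the turned reading and 82.4% as labelled, both with median centring. An exchange of the stage names between the slides and the lists is a candidate explanation, and which of them is exchanged cannot be told apart, since the paper's array values of single genes are split and no turned difference P minus PP passed. In the turned reading adhIII ran with the paper's array values (-0.84, adjusted p = 0.568 from limma) but not with the paper's qRT-PCR. Serpin (0.25, adjusted p = 0.817) ran with the qRT-PCR but not with the array values. GroEL (0.37, adjusted p = 0.822) and tetraspanin (-0.14, adjusted p = 0.852) ran with neither. Apolipophorin (0.37, adjusted p = 0.706) ran against the array values, and the paper has no qRT-PCR for it. As labelled and with slides 12 and 15 left out (serpin -2.93 at PP and -3.03 at P, GroEL 1.592 and 1.503, tetraspanin 0.963 and 0.672), serpin and GroEL ran with the array values in the order of the stages and tetraspanin still did not. With both slides left out, GroEL passed at P as well (adjusted p = 0.00951 from limma), where the paper reports no induction. A difference in biology between the stages stays open and untested.

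With slides 12 and 15 turned, 168 clones outside the study's lists changed on the slides labelled P, a signal in clones that the paper does not discuss. Of the 689 clones of the instar nymph library, 134 changed there, or 19.4%, against 6.07% of all clones. Without slide 13 these counts fell to 3 and 19, and without slide 14 to 3 and 24. By comparison, 10000 intensity-matched lists of clones from all libraries (in 20 bins) held 103 changed clones on average and at most 127. The share of lists with as many as the instar library was 0.0001, the smallest they can give. These lists draw clones as if they were independent, which repeated clones of a transcript are not, so their range is too narrow. Only 77 of the 134 lie outside the study's lists, whose clones were chosen on these slides. The test therefore cannot decide whether brightness is the whole cause. Repeated clones of mitochondrial and bacterial transcripts cannot be told apart from other instar transcripts, since 12.3% of 626 instar clones outside the lists changed, against 2.34% of 3890 others, and the files name no gene for them. These shares were not matched for brightness, and all instar clones together had a median log2 intensity of 12.2, against 10.6 for the other clones. The print plate and an origin of the RNA in nymphs go with the library as well, and neither was tested.

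On the turned slides labelled PP, 3 clones outside the study's lists changed, again clones that the paper does not discuss. The mitochondrial clones differed between stages, with a median log2 P minus PP of -0.55 as labelled (camera adjusted p = 0.00672, and 0.868 with an estimated correlation) and -1.02 with slides 12 and 15 turned (adjusted p = 6.1e-22, and 0.0938). The bacterial clones differed by a median of 1.22 in the turned reading (adjusted p = 7.0e-05, and 0.147 with an estimated correlation). The muscle clones differed by 0.97 in the turned reading (adjusted p = 0.0269, and 0.175 with an estimated correlation). The study chose the clones of these 3 lists on the same slides, many of them for a single stage, so these tests are not independent evidence of a difference. Most mitochondrial clones are annotated as the same gene, cytochrome b, so their adjusted p-values at the preset correlation are too small.

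Other splits of the slides are too few for a share under 0.05. For the difference between P and PP, all 10 splits of 6 slides into 3 and 3 gave as many clones as the real one, with a real count of 0 and a highest other count of 0, both as labelled and turned. For each stage there are 4 patterns of signs over 3 slides. As labelled, all 4 gave as many clones as the real pattern at PP (real 0, highest other 0) and at P (real 0, highest other 314), the latter with slide 15 set against slides 13 and 14, which points to a structure of these slides. With slides 12 and 15 turned, 1 of 4 patterns, the real one, gave as many at PP (real 25, highest other 0) and at P (real 283, highest other 0), which decides nothing, since these signs were chosen to make the slides of a stage run together. A real count of 0 as labelled is reached by every pattern or split, so those comparisons decide nothing either.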

How the results depend on the processing

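The readings with slides 12 and 15 turned or left out, and every alternative run in the turned reading, were chosen after seeing the data, and the other alternatives were fixed beforehand. The cause of the changes below was not tested, except that looser or stricter thresholds change counts by their construction. Of 834 gene results as labelled, 702 kept their side of the threshold, 132 passed under an alternative and 0 lost a call. The alternatives counted here include the readings with slides 12 and 15 turned, turned with a dye term, and left out. The 132 therefore do not all come from alternatives fixed beforehand. No call could be lost, since no clone passed as labelled. Of 746 gene results in the turned reading, 636 kept their side of the threshold, 48 gained and 62 lost a call.

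As labelled, no clone changed at PP or P or differed between P and PP, and thresholds near the study's gave 59 up, 31 down, 1 shared up and 0 shared down. At an unadjusted p under 0.05 the first 3 counts were 1232, 447 and 440. A moderated F gave 14 down, and the 2-fold limit alone gave 2 shared up and 1 shared down. Adjusted p with 2-fold change gave 0 up, 0 down and 0 shared up, and a Hotelling-type statistic on slides in arbitrary pairs gave 36 up and 6 down. Without background correction there were 20 up, 20 down and 0 shared up, and with print-tip loess 17 up, 11 down, 0 shared up and a replicate correlation at PP of -0.0459, which was reversed. Shared up was 0 with median centring, scaling between slides and the deposited value table, and the last gave 96 down. A fit of each stage alone gave 16 down. Listed clones that passed numbered 1 with median centring, no flag filter and each stage alone, against 0. Array weights gave 1599, 1457 and 1120 clones, 290 up, 158 down, 23 shared up and 5 shared down, and 20 listed clones. These weights ran from 0.19 on slide 15 to 4.03 on slide 13, and their estimate stopped before convergence. Turning slides 12 and 15 gave 25 and 283 clones, 125 up, 86 down, 20 shared up and 5 shared down, 23 listed clones, and correlations of 0.0869 at PP and 0.944 over listed clones at P. With a dye term these were 60 and 545 clones, 98 up, 69 down, 19 and 5 shared, and 24 listed clones. With both slides left out they were 1628, 976 and 583 clones, 339 up, 227 down, 44 and 10 shared, 33 listed clones, and correlations of 0.688 at PP (0.865 over listed clones) and 0.836 at P (0.972), on 2 slides per stage.

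Leaving out each slide in turn as labelled gave 0 to 176 clones at PP (176 without slide 12), 0 to 444 at P and 0 to 191 between P and PP (both highest without slide 15), 30 to 221 up, 14 to 146 down, 0 to 6 shared up, 0 to 1 shared down and 0 to 4 listed clones. Replicate correlations ran from 0.160 to 0.688 at PP and -0.349 to 0.836 at P, over listed clones from -0.704 to 0.865 and -0.931 to 0.972, and the correlation between stages from 0.219 to 0.443. In the turned reading the ranges were 2 to 657 clones at PP, 25 to 491 at P, 0 to 102 between P and PP, 106 to 285 up, 61 to 174 down, correlations of -0.268 to 0.688 at PP and 0.335 to 0.836 at P, 0.598 to 0.865 and 0.928 to 0.972 over listed clones, 0.313 to 0.489 between stages, and medians at PP of 0.41 to 1.59 for chaperonins and 0.62 to 0.93 for muscle clones. A stage left with 2 slides was assumed to vary like the other.

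In the turned reading, an adjusted p under 0.10 gave 39, 477 and 1 clones at PP, at P and between them, and an unadjusted p under 0.05 gave 554, 897 and 384. Adjusted p with 2-fold change gave 82 up, 12 shared up and 3 shared down. No background correction gave 6 clones at PP (3 higher, 3 lower), 56 down, 13 shared up and 3 shared down. Print-tip loess gave 104, 747 and 2 clones, a median of 0.67 for chaperonins at PP (adjusted p = 0.458) and 1.27 for bacterial clones at P (0.0902). Median centring gave 551 clones at P (81 higher, 470 lower), 1 between stages, 73 up, 291 down and 8 shared down, medians of 1.00 for chaperonins at PP (0.0618) and 0.84 for bacterial clones at P (0.0607), and -0.15 for egg clones at P (0.000388), which was reversed. Scaling between slides gave 10 clones at PP (8 higher, 2 lower), and the deposited value table gave 186 down and 10 shared down. No flag filter gave 13 clones at PP and a chaperonin median of 0.58 (0.0652), and each stage alone gave 1 clone and 0.99 (0.0581). Array weights gave 2414, 1305 and 1309 clones, 327 up, 159 down, 39 shared up and 8 shared down, and medians at PP of 1.90 for chaperonins (0.0876) and 0.72 for muscle clones (0.168). A dye term gave 60 and 545 clones and 0.80 for chaperonins (0.0773). With an estimated correlation no shift passed: at PP chaperonins 0.99 (0.663) and muscle 0.82 (0.273), at P mitochondrial -1.02 (0.114), bacterial 1.65 (0.173) and muscle 1.79 (0.114). With fry, chaperonins at PP had 0.99 (0.321). The other shifts passed with fry, namely muscle at PP (0.0266), and mitochondrial (0.00401), bacterial (0.00636) and muscle (0.00238) at P. For P minus PP, fry gave 0.0226 for mitochondrial, 0.0479 for bacterial and 0.0479 for muscle clones. The study chose the clones of these lists on the same slides, so these results are not independent evidence either.

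The mean of spots in place of the median could not be tried with 1 spot per clone, and a block for the scan day could not be fitted because the files give no dates. Signal over background limits slide 12 most, where 78.8% of spots in channel 1 and 83.7% in channel 2 lay above background.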

Differences from the paper's values

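The readings with slides 12 and 15 turned or left out were chosen after the values were seen, and all other alternatives were set before the data were examined. Counts below are at an unadjusted p under 0.05 from limma and 2-fold change, whereas the paper's P comes from another statistic. A fold, count or share is said to differ where one value is more than 1.5 times the other. A correlation is said to differ where the signs differ or the values lie further apart than the SD between pairs of slides as labelled. In the turned reading only 23 of the paper's own 147 measured clones pass these thresholds at their listed stage.

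The paper's count of down-regulated clones is 87 and the count here is 31, and among the alternatives set before the data were examined the difference is absent with 3 of 20, namely the deposited value table and leaving out slide 10 or 12, and present with the rest. For clones up-regulated in both stages the paper's value is 18 and the value here 1, for those down-regulated in both stages the paper's is 5 and the value here 0, and for both together the paper's is 23 and the value here 1. For these 3 counts the difference is absent with 1 of 20 alternatives, array weights, and present with the rest. With slides 12 and 15 turned, chosen after seeing the values, the 4 counts are 86, 20, 5 and 25, and the dye term in that reading, chosen likewise, also removes these differences. The paper's count of up-regulated clones is 67, which the 59 here do not differ from, but the 125 of the turned reading do, and the 98 with a dye term do not. In the reading with both slides left out, also chosen after seeing the values, all 5 counts differ, with 339 up and 227 down, and 44, 10 and 54 at both stages. The paper's share of down-regulated clones is 56% and the share here 34.4%, which no longer differ with 7 of the 19 alternatives that gave a share (no background correction, print-tip loess, scaling between slides, the deposited value table, no flag filter, and leaving out slide 10 or 15) but do with the rest. Turned, after seeing the values, the share is 40.8%. If channels 1 and 2 followed the order of the sample records, the counts of up- and down-regulated clones would change places, and the down-regulated shares would be 65.6% as labelled and 59.2% turned.

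For serpin, the paper's repression is 5.9-fold at PP and 6.5-fold at P, and the values here are 2.02 and 2.63. Of 16 alternatives, the difference is absent with array weights at both stages, without slide 12 at PP and without slide 15 at P, and present with the rest. For apolipophorin, the paper's induction is 3.5-fold at PP and 2.5-fold at P, against 1.27 and 1.52 here. The difference at PP is absent without slide 12 alone among 16 alternatives, and that at P is absent with scaling between slides, with array weights and without slide 15, and present with the rest. For adhIII, the paper gives more than 4-fold at PP and more than 2-fold at P, and these limits were compared as values, against 2.02 and 1.33 here. The difference at PP is absent with array weights and without slide 12 and present with the rest, and that at P is absent with offset 0, median centring, scaling between slides, the deposited value table, no flag filter, array weights and without slide 15 and present with the rest. For tetraspanin at P, the paper's value is 2-fold and the value here 1.13, and the difference is absent with array weights and without slide 15 and present with the rest. In the reading with slides 12 and 15 turned, chosen after seeing the values, the folds at PP and P are 7.46 and 6.26 for serpin, 2.53 and 3.27 for apolipophorin and 3.52 and 1.97 for adhIII, and 1.65 for tetraspanin at P, and no difference remains for these 4 genes, although both adhIII folds lie below the paper's limits. No difference remains for these genes with a dye term or with slides 12 and 15 left out either, also chosen after seeing the values. With both slides left out, the log2 ratios of adhIII, 2.12 at PP and 1.04 at P, lie above the paper's limits.

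The paper gives a correlation between repeat experiments of over 0.8, which was compared as a value, and the mean over listed clones here is -0.145 for the slides labelled PP and -0.296 for those labelled P. The difference is absent without slide 12 at PP and without slide 15 at P, and present with the rest of the 14 alternatives. With slides 12 and 15 turned, chosen after seeing the values, the correlations are 0.722 and 0.944. By the rule used they no longer differ, nor do they with both slides left out. The SD in that rule is of the pairs as labelled, which have both signs, so no positive correlation could differ from 0.8. The absence of a difference therefore follows from the sign alone and decides nothing.

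The paper assigns clones to the PP or the P stage. As labelled, 0 of 147 listed clones passed at their listed stage by unadjusted p and 2-fold change, against 20 with array weights, 23 with slides 12 and 15 turned and 33 with both left out. With the stages of the single-stage lists exchanged as well, a choice made after seeing the values, 99 passed in the turned reading. The paper states that GroEL is induced more than 3-fold at PP and not at P. The 2.20-fold at PP as labelled lies below this limit but within 1.5 times of it, and the 3.01-fold with slides 12 and 15 left out reaches it, while the turned 1.98-fold and the 1.74-fold with a dye term lie further below, all 3 of these readings chosen after seeing the values. Its log2 ratio is higher at P than at PP in the turned reading by 0.37, which did not pass (adjusted p = 0.822). The paper calls this clone a homologue from *Portiera*, whereas its additional file gives the clone a best hit to Heat shock protein 60 of *Drosophila melanogaster*. The paper states that apolipophorin changes more at PP, and the turned value is higher at P, although the difference between stages did not pass. The paper lists TCP1-delta as induced at PP, and without the flag filter it passed on the turned slides labelled P and not on those labelled PP.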

Other observations

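With slides 12 and 15 turned and a dye effect per clone, 193 clones had a dye effect at an adjusted p under 0.05 from limma, and 80 clones differed between P and PP at an adjusted p under 0.10 against none under 0.05. These tests were chosen after the correlations between slides were seen.

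On the turned slides labelled P, 15 of the 124 egg clones changed, 38 of the 1033 adult clones, 61 of the 1409 TYLCV clones and 33 of the 1339 ToMoV clones. No library was shifted against the others by camera in the turned reading at P, where the lowest adjusted p was 0.196. Under the alternatives for that reading, the instar library was shifted with 3 of them, namely median centring (adjusted p = 4.1e-13), the deposited value table and leaving out slide 13. With median centring the ToMoV library was also shifted (adjusted p = 0.00110), and the egg library was shifted with a median of the opposite sign (adjusted p = 0.000388).

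The clone listed as insect 16S ribosomal RNA (EE603235) was left out by the flags of 1 slide. Without the flag filter its log2 ratio with slides 12 and 15 turned was 2.55 ± 2.26 on the slides labelled PP and 4.90 ± 0.48 on those labelled P (SD, n = 3, adjusted p = 0.283 and 0.00962 from limma).

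Slides 12 and 15 correlated with each other across the listed clones with r = 0.72 and across all clones with r = 0.33. Clones are not independent replicates, and no p-value is given.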
